A study of Mus musculus with 2 samples. Its data were reported in "UBR7 inhibits HCC tumorigenesis by targeting Keap1/Nrf2/Bach1/HK2 and glycolysis" (2022).

How the data were processed

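H2BK120ub, the monoubiquitinated form of histone H2B, was profiled by chromatin immunoprecipitation followed by sequencing (ChIP-seq). The paper describes the material as primary liver cells of mice of 2 genotypes, WT and Alb-Cre;UBR7fl/fl (UBR7-KO). In the second genotype, Cre recombinase under the albumin promoter removes the E3 ubiquitin ligase UBR7 from hepatocytes. Groups were taken from the genotype in the sample labels, with 1 library per group. Whether the reads came from mouse cells is an open point, taken up in the closing section.

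The authors aligned the reads with BWA aln to the human genome hg19, although the samples are labelled as mouse, and called peaks in each library on its own with MACS under a q-value threshold whose value is not stated. The use of a control library, the broad or narrow mode of the caller and any filter on fold enrichment are not stated either. The methods also speak of a list of peaks seen repeatedly, whereas each list analysed here belongs to 1 library and replicates were not pooled. The deposited lists give a position, a length, a pileup and a fold enrichment for each peak. The pileup is a signal computed by the authors' peak caller from the fragments stacked over the peak, and it depends on sequencing depth. It was taken here as the mean number over the peak, since the mode of the caller is not stated. The smallest distance between peaks, 1169 bp in WT and 1097 bp in UBR7-KO, was 4 times the shortest peak plus 1 in each list. Such a gap would arise if the caller joined nearby pieces, as in the broad mode. For joined peaks, the background recovered below and the multiples of it are approximate. The fold enrichment is a ratio computed by the authors' peak caller, the pileup over the background of the same library at the same place. Both values were used to describe, rank or filter peaks within their own list. Some comparisons across the lists rest on them: lists filtered at the same threshold were compared, the ranks of paired peaks by fold enrichment were correlated, and the floor of the recovered background was set side by side in the closing section to gauge relative depth. No fold enrichment in either list was under 2. The lists hold no p-value, q-value, summit or gene name.

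The lists were read as deposited after removal of 6 blank rows from the UBR7-KO list. Each list was checked for repeated intervals (0 in each) and for lengths that differ from the positions (0 in each). Peaks were compared with the chromosome lengths of human and mouse genome builds stored in GenomeInfoDb 1.38.1 (R 4.3.3), and with the chromosome names of a RefSeq gene table of the mouse assembly GRCm38. All positions are given in hg19, counted from 1, with both ends included.

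Peak number, the length covered by peaks and the share of peaks overlapping the other list by at least 1 bp were the main measures. Shares have 95% Wilson intervals, which cover counting error only, and neighbouring peaks are not independent. The overlap was set against 100 random placements of the peaks, each peak keeping its length and chromosome (random seed 1). The placements did not leave out assembly gaps or unmappable sequence, so part of the excess over them comes from both lists avoiding such sequence. The background at each peak was recovered from the fold enrichment as MACS defines it, the pileup plus 1 over the background plus 1. The lowest background, taken at the 1st percentile of each list, is called the floor. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The interval code was tested on 20000 peaks drawn from the WT list. It returned the share of 40.0% built into a shifted copy of them, and the same counts as bedtools 2.31.1 on a random placement. The floor of 1.5 built into simulated backgrounds was recovered. These were made with the same formula, so this checks the arithmetic and not whether the formula holds for the deposited peaks.

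Since each genotype has 1 library, no test between genotypes was run, no p-value is given and no difference between the lists has a replicate check. The number of reads per library is unknown, so the depth behind each pileup is known only in relative terms. The plan made before the data were examined also covered promoter peaks, genes with promoter peaks and the Keap1 promoter, with Ubr7 and other genes to be named. These were not analysed here, because the gene table at hand is of the mouse genome and the positions are of the human genome. The same holds for the planned naming of promoter peaks found in 1 list. The peaks named in the text follow the remaining part of the rule, the 3 peaks with the highest fold enrichment in each list, and the longest peak of each list was added after its values were seen. Alternatives covered the fold enrichment threshold, the size of the lists, chromosome Y, merging of neighbouring peaks, the overlap that counts as shared and the way of random placement.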

Results

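To ask where H2BK120ub lies with and without UBR7, 1 ChIP-seq library labelled WT and 1 labelled Alb-Cre;UBR7fl/fl (UBR7-KO) were compared through the peaks called in each. With 1 library per genotype, the differences below are differences between 2 libraries and have no replicate error. The read depth of the libraries is unknown, and the pileup and fold enrichment of a peak are the values of the authors' peak caller.

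The positions of the peaks were first set against chromosome lengths. In both lists, 0 peaks lay outside the chromosomes of the human build hg19. In contrast, 697 WT peaks and 797 UBR7-KO peaks reached outside the human build hg38. The mouse build mm10 could not hold 19193 WT peaks (18.8%) and 23043 UBR7-KO peaks (18.1%). Chromosomes 20, 21 and 22, which the mouse gene table lacks, carried 6059 WT peaks and 7213 UBR7-KO peaks. Both lists covered 22 autosomes, X and Y. The peaks are therefore reported by hg19 position, and promoters, genes and the Keap1 locus were not analysed here.

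The WT list held 101866 peaks and the UBR7-KO list held 127444, a ratio of 1.25. Nevertheless, the UBR7-KO peaks covered less of the genome. WT peaks covered 359.8 Mb, or 11.6% of hg19, and UBR7-KO peaks covered 318.6 Mb, or 10.3%, a ratio of 0.885. Both directions depended on the threshold. The ratio of peak numbers fell to 0.725 among peaks with a fold enrichment of at least 2.5, whereas it rose to 2.22 among peaks with a pileup of at least 3 times the recovered background. The ratio of covered lengths was 0.203 and 1.03 under the same 2 thresholds.

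Peaks were longer in the WT list as deposited. The median length was 1584.5 bp in WT (quartiles 646 and 3567 bp) and 1361.5 bp in UBR7-KO (quartiles 543 and 2805 bp). The mean length was 3532 bp and 2500 bp, respectively. When peaks within 5000 bp were merged, the order of the medians reversed, with 1728 bp in WT and 1760.5 bp in UBR7-KO. Peaks over 10000 bp numbered 7721 in WT and 4779 in UBR7-KO, and they made up 43.7% and 25.6% of the covered length. Peaks under 1000 bp numbered 35725 (35.1%) in WT and 50074 (39.3%) in UBR7-KO. The longest WT peak spanned 230695 bp on chromosome 17 (79243343 to 79474037), and the longest UBR7-KO peak spanned 125009 bp on chromosome 16 (85574562 to 85699570).

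**Figure D1:**
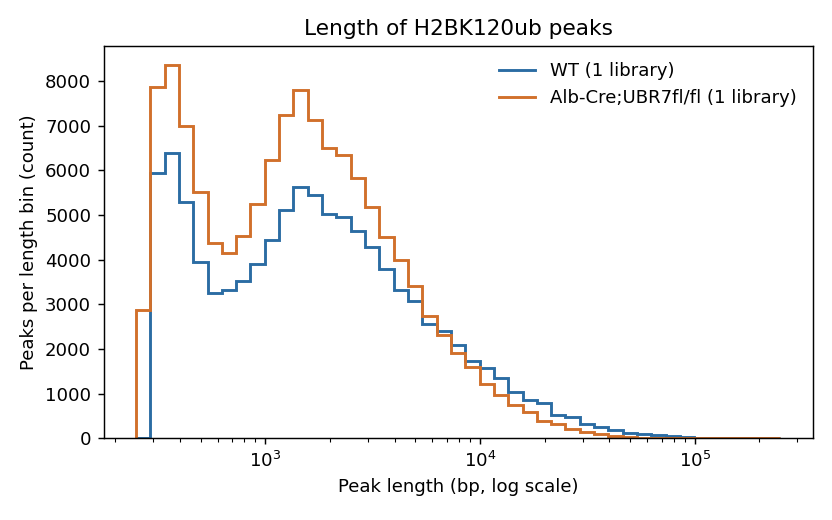
Number of H2BK120ub peaks (y axis) in 45 bins of peak length in bp (x axis, log scale) in the WT list and the UBR7-KO (Alb-Cre;UBR7fl/fl) list, 1 library each. The UBR7-KO line lies higher among short peaks and the WT line lies higher among peaks over 10000 bp, which number 7721 in WT and 4779 in UBR7-KO.

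Most peaks stood only a little above the lowest fold enrichment of the lists, which was 2. The median fold enrichment was 2.20 within the WT list and 2.15 within the UBR7-KO list, and 83.1% and 90.2% of peaks were under 2.5. A fold enrichment of at least 5 was reached by 2 WT peaks and 3 UBR7-KO peaks. The median pileup was 6.45 in WT and 4.41 in UBR7-KO, and the mean pileup per covered base was 7.36 and 4.62. These pileups were not compared between the genotypes because they scale with depth.

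Next, the lists were compared by position. Of the WT peaks, 40953 (40.2%, 95% Wilson interval 39.9 to 40.5) overlapped an UBR7-KO peak by at least 1 bp. The mean over 100 random placements of the WT peaks was 22.4% (range 22.1 to 22.6), so the observed share was 1.80 times that of random positions. In the other direction, 44882 UBR7-KO peaks (35.2%, 95% Wilson interval 35.0 to 35.5) overlapped a WT peak, against 19.8% in random placements (range 19.6 to 20.1), a ratio of 1.78. No counterpart was found for 60913 WT peaks and 82562 UBR7-KO peaks. The lists shared 145.6 Mb, which was 40.5% of the length covered in WT, 45.7% of that in UBR7-KO and 27.3% of the 532.7 Mb covered by either. The overlap fell most when both lists were limited to peaks with a pileup of at least 4 times the recovered background, to 7.05% of WT peaks and 3.37% of UBR7-KO peaks. Lists covering less also overlap less at random, and the random level is not given for this limit. Among the top 10000 peaks by fold enrichment, 8.50% of WT and 8.58% of UBR7-KO peaks overlapped. Random placements gave 1.68% and 1.80%, so the observed shares were 5.06 and 4.77 times as large.

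Longer peaks overlapped more often. Among peaks under 1000 bp, 22.7% of WT peaks and 19.05% of UBR7-KO peaks had a counterpart, against 12.5% and 13.3% in random placements. Among peaks over 10000 bp, the shares were 85.2% and 94.2%, against 59.6% and 53.5%. When a peak of each list overlapped only the other, as in 29927 pairs, the fold enrichments of the paired peaks ranked with a Spearman's rho of 0.13 and the lengths with a rho of 0.45. These correlations are across peaks, which are not independent replicates. The WT peak was the longer of the pair in 54.7% of cases. At least 2 UBR7-KO peaks fell on the same WT peak in 5728 cases (5.62% of WT peaks), and the reverse was seen for 3529 UBR7-KO peaks (2.77%).

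**Figure D2:**
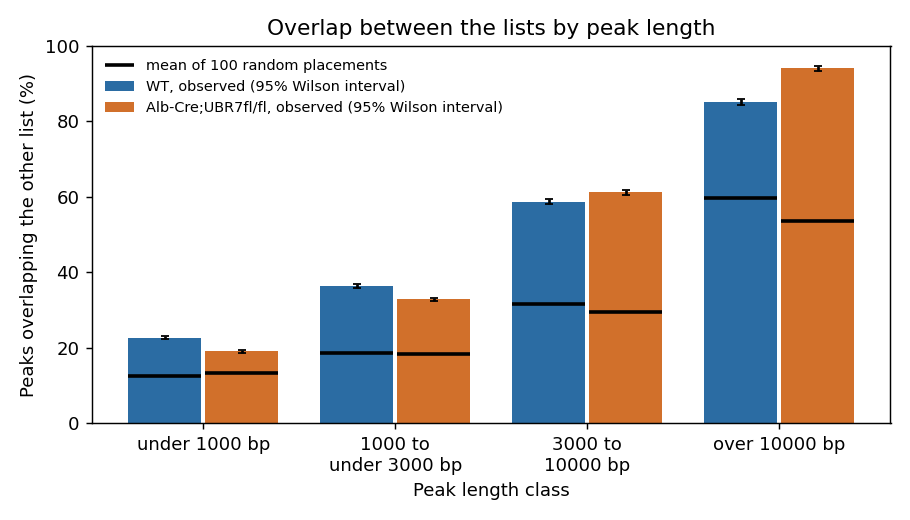
Share of peaks overlapping the other list by at least 1 bp (y axis, %) in 4 classes of peak length (x axis, bp) for the WT list and the UBR7-KO (Alb-Cre;UBR7fl/fl) list, 1 library each, with bars for observed shares, error bars for 95% Wilson intervals and black lines for means of 100 random placements. Every bar lies above its line, from 19.05% against 13.3% for the shortest UBR7-KO peaks to 94.2% against 53.5% for the longest.

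The 3 peaks with the highest fold enrichment in the WT list all had a counterpart in the other list. The first lay on chromosome 19 (37784233 to 37784846) with a fold enrichment of 5.42, and its counterpart ranked 4411 in the UBR7-KO list. The second lay on chromosome X (108297406 to 108297831) with a fold enrichment of 5.03 and a pileup of 296.05, and its counterpart ranked 2. The third lay on chromosome 1 (142796328 to 142797073) with a fold enrichment of 4.87, and its counterpart ranked 380. In the UBR7-KO list, the first peak lay on chromosome 3 (37927302 to 37927787) with a fold enrichment of 13.46. It had no WT counterpart, and the nearest WT peak was 7777 bp away. The second was the counterpart of the WT peak on chromosome X, at 108297392 to 108297833, with a fold enrichment of 6.15. The third lay on chromosome 2 (90468202 to 90468606) with a fold enrichment of 5.31, and its WT counterpart ranked 84107 among 101866 peaks. The pileup of 296.05 on chromosome X compares with a median of 6.45 in the WT list. Peaks on repeated or otherwise artefact-prone sequence were not removed, so a match between the lists at these positions may be technical. Genes at these positions were not analysed here.

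Finally, the lists were compared by chromosome. The UBR7-KO list held more peaks on 22 of 22 autosomes, with ratios over autosomes and X from 1.09 on chromosome 19 to 1.36 on chromosome X. It covered less length on 19 of 22 autosomes, with ratios from 0.738 on chromosome 22 to 1.04 on chromosome 4. This depended on the threshold. At a pileup of at least 3 times the recovered background, the only autosomes with a ratio under 1 were chromosomes 9, 11, 16, 17, 19, 21 and 22. Chromosome 19 was the most densely covered, at 43.0% in WT and 33.2% in UBR7-KO, whereas X was covered at 1.94% and 1.75%. Chromosome Y carried 8 WT peaks and 82 UBR7-KO peaks, a ratio of 10.25.

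**Figure D3:**
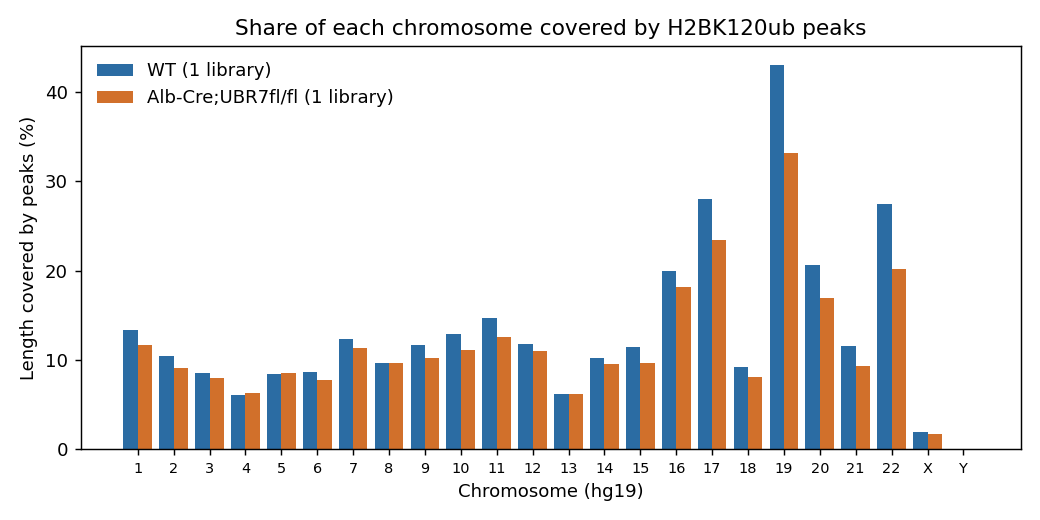
Share of each hg19 chromosome covered by H2BK120ub peaks (y axis, %) by chromosome (x axis) for the WT list and the UBR7-KO (Alb-Cre;UBR7fl/fl) list, 1 library each. Coverage was highest on chromosome 19, at 43.0% in WT and 33.2% in UBR7-KO, and the bars of Y are too low to be seen.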

Values the study reported

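The study reported 4350 genes associated with H2BK120ub. Of the genes expressed differently between UBR7-deficient and WT cells, it reported 240 bound by H2BK120ub.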

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

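The lists limited to a fold enrichment of 2.5, to multiples of the recovered background, to equal size or to the top 10000 peaks by fold enrichment, the merging within 5000 bp, the circular shift and the move by 100000 bp were chosen after seeing the data. The other alternatives were chosen before the data were examined.

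A threshold of 5 on fold enrichment left 2 WT and 3 UBR7-KO peaks, covering 0.00104 and 0.00133 Mb (ratio 1.28, reversed), with overlaps of 50% and 33.3%. So few peaks carry no weight. A threshold of 2.5 left 17185 and 12452 peaks (ratio 0.725, reversed) covering 77.8 and 15.8 Mb (ratio 0.203), with overlaps of 8.40% and 11.7%. The top 10000 peaks of each list had a ratio of covered lengths of 0.302 and overlaps of 8.50% and 8.58%.

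A pileup of at least 3 times the recovered background moved the other way, to 25796 and 57216 peaks (ratio 2.22) covering 102.4 and 105.5 Mb (ratio 1.03, reversed), with overlaps of 26.4% and 12.7%. At 3.5 times, 7184 and 15672 peaks (ratio 2.18) covered 18.5 and 19.8 Mb (ratio 1.07, reversed), with overlaps of 12.9% and 5.998%. At 4 times, 2098 and 4386 peaks (ratio 2.09) covered 3.10 and 4.56 Mb (ratio 1.47, reversed), with overlaps of 7.05% and 3.37%. Part of the contrast between the 2 kinds of threshold is arithmetic. At the floor of the background, a fold enrichment of 2.5 equals a plain ratio of 3.33 in WT and 3.80 in UBR7-KO, so it is the stricter threshold for the second list.

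Lists of equal size overlapped by 33.4% and 35.7%, and lists merged within 5000 bp by 41.9% and 36.7%. Requiring 50% of both peaks gave 15.0% and 12.0%, requiring 50% of the counted peak gave 24.5% and 25.6%, and the midpoint gave 27.6% and 27.1%. The share was thus higher in UBR7-KO than in WT under equal size, the top 10000, the fold enrichment of 2.5 and 50% of the counted peak, and the cause was not tested.

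Leaving out Y kept peak numbers, covered lengths and overlaps within the limits set for them. Merging touching peaks or peaks within 1000 bp changes nothing, since the smallest distance between peaks was 1169 bp in WT and 1097 bp in UBR7-KO, and shows no stability. The excess over random placements was 1.80 and 1.77 under a circular shift, and 1.44 and 1.42 against lists moved by 100000 bp. The ratio of median lengths, UBR7-KO over WT, reversed from 0.859 to 1.02 when peaks within 5000 bp were merged (1728 and 1760.5 bp), and the cause was not tested. With it, 45 values of median lengths and their ratio, of the Y ratio and of matched named peaks were computed, of which 30 stayed within 1.5 times, 14 moved further and 1 reversed. The 30 include values from merging touching peaks or peaks within 1000 bp, and the WT median at equal size, which is that of the WT list itself. Such values could not move and show no stability. Medians of a single list and counts have no direction to reverse.

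Planned thresholds on the q-value or p-value and list sizes by significance were not run, since the lists hold neither. Planned promoter windows, gene assignments, gene sets and peak positions for promoters were not run, since no gene annotation of hg19 was used here. No paired analysis was possible because each genotype has 1 library, and for the same reason no replicate was left out.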

Other observations

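The tests of mouse coordinates, of mouse reads on a human genome, of split regions against random placements, circular shifts and the moved list, of the excess of peaks in matched regions, of the longer list for Y, of weak peaks (with and without equal lengths) and of unrelated positions were chosen only after the result was seen.

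The positions are those of a human genome although the samples are labelled as mouse. Coordinates of the mouse genome were ruled out by the 6059 WT peaks on chromosomes 20 to 22. A candidate explanation is that mouse reads were aligned to hg19, where they would map mostly to conserved stretches and long unbroken peaks would be rare. Peaks over 10000 bp numbered 7721 in the WT list and 4779 in the UBR7-KO list. They held 43.7% and 25.6% of the covered length, which argues against this explanation. It was not ruled out, since no list of mouse reads aligned to hg19 was at hand to say how many such a library gives. The paper also shows the density of H2BK120ub in human Huh-7 cells with control or UBR7 shRNA. Whether the lists stem from such cells is unknown. Mouse reads on a human genome and reads from human material thus cannot be told apart with certainty here, and no biological explanation was tested. A comparison of these lists with the genotypes of the labels rests on that open point.

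More peaks but less covered length in the UBR7-KO list has technical explanations that remain. The recovered background reached a floor of 1.81 in WT and 1.16 in UBR7-KO, where 7.39% and 8.90% of peaks lay within 1% of it. Without the added 1 in the fold enrichment, the same share would be 3.11% and 3.27%. Dividing the floor by the shortest peak of each list (292 and 274 bp), taken as the fragment length, gives 6.19 and 4.23 fragments per 1000 bp. This would make the WT library 1.47 times as deep, on the scale of the peak caller. Fewer fragments may split broad regions. WT peaks holding at least 2 UBR7-KO peaks were 2.03 times as frequent, as a share of their list, as the reverse, and 1.62 times as many in number. This does not tell whether regions were split, since the number and length of the peaks alone give such a ratio: it averaged 3.98 in 100 random placements of the WT list (with placed peaks that met merged, which lengthens them), all 100 of them as large as observed, and 2.10 in 100 circular shifts, 77 of them as large. It was 1.76 with the WT list moved by 100000 bp. Matched regions held 15.4% of the excess of 25578 peaks, a net figure in which WT peaks sharing a UBR7-KO peak (3988 beyond the first on each) offset UBR7-KO peaks sharing a WT peak (7917 beyond the first on each). Without that offset, the 7917 equal 31.0% of the excess, and how many of them come from splitting is unknown. Merging peaks within 5000 bp left the ratio of peak numbers at 1.24, against 1.25 as deposited, so the excess did not hinge on gaps of that size. The same merging moved the ratio of covered lengths from 0.885 to 0.954. The added 1 also makes the threshold on fold enrichment stricter for the list with the lower background. At an equal pileup of 3 times the background, the ratio of covered lengths was 1.03, but the ratio of peak numbers rose to 2.22. The added 1 may thus account for the lower covered length. For the number of peaks this cannot tell, since the deposited peaks and their ends were set before this filter. At the floor, the lowest fold enrichment of 2 equals a plain ratio of 2.55 in WT and 2.86 in UBR7-KO. The peaks of the 2 lists may thus have been bounded at unequal strengths. A loss of H2BK120ub without UBR7 is the biological explanation given by the design, and the lower covered length cannot be told apart from depth and the added 1.

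The pattern across chromosomes remained under the filter at 3 times the background, which has the same limit. The ratio of covered lengths fell as the mean share covered rose, with a Spearman's rho of -0.71 across 22 autosomes. At 3 times the background the rho was -0.91, with ratios from 0.541 on chromosome 19 to 1.53 on chromosome 3. Chromosomes are not replicates. Relatively shorter coverage of the densely covered chromosomes in UBR7-KO may be a difference in the mark, but base composition differs between these chromosomes too, and a bias of the libraries by GC content was not tested since no genome sequence was used here.

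Fewer than 50% of peaks of either list overlapped the other. Unrelated positions were ruled out, as 0 of 100 random placements of the WT peaks reached the observed overlap. Regional clustering of peaks may account for part of the excess. The overlap of WT peaks fell from 40.2% to 27.9% when the list was moved by 100000 bp, above the 22.4% of random placements. The observed overlap was 1.44 times that of the moved list. Clustering over distances well beyond 100000 bp thus left part of the excess unexplained, whereas clustering over shorter distances was not tested. Weak peaks near the threshold may add to the unmatched ones in both lists. The excess over random placements rose from 1.56 in the 10% of peaks with the lowest fold enrichment to 2.5 in the 10% of peaks with the highest, in the WT list, and from 1.61 to 2.17 in the UBR7-KO list. In WT the observed share rose from 31.0% to 54.4% between these groups. In UBR7-KO it was nearly flat, at 33.2% and 34.8%, but the median length fell from 1562 to 677 bp and shorter peaks overlap less often. With both groups weighted to the same peak lengths, the share rose by 15.1 percentage points in UBR7-KO, from 31.1% to 46.2%, and by 22.9 points in WT, from 33.3% to 56.2%. The top 10000 peaks of the WT list matched the top 10000 of the other list in 8.50% of cases, against 1.68% in random placements. How far 2 libraries of 1 genotype would overlap is unknown without replicates, so the low overlap cannot be assigned to genotype.

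The excess of Y peaks in the UBR7-KO list, 82 against 8, went beyond a longer list. The ratio of 10.25 compares with 1.09 to 1.36 on the other chromosomes. Stacks of reads on repeated sequence would give high pileups, but 0% of the UBR7-KO peaks on Y had a pileup over 3 times the median of their list. The ratio was 1.67 at a fold enrichment of at least 2.5, a threshold stricter for UBR7-KO at the floor of the background, where 65 of its 82 Y peaks lay. It was 8.83, 3.2 and 2.67 at a pileup of at least 3, 3.5 and 4 times the background, so its size depends on the threshold. The ratios of the whole lists were 2.22, 2.18 and 2.09 at these multiples, and 0.725 at the fold enrichment of 2.5. The Y ratio thus stayed above that of the lists, but by little at 3.5 and 4 times the background. With 8 WT peaks on Y before any filter, the ratios under stricter thresholds rest on very few peaks and carry little weight. The paper states that all mice used were male. A difference between the libraries in starting material or a mixed sample was not tested, and no biological explanation was tested.

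The highest fold enrichment of the UBR7-KO list, 13.46 over 486 bp on chromosome 3, stood far from the next value of 6.15 and had a pileup of 35.98. Peaks on chromosome X at 108297406 to 108297831 in WT ranked 2 in both lists with pileups of 296.05 and 362.56. No explanation was tested for either.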
